# Retinoic Acid-Regulated Epigenetic Marks Identify *Alx1* as a Direct Target Gene Required for Optic Cup Formation

**DOI:** 10.3390/genes16091071

**Published:** 2025-09-11

**Authors:** Marie Berenguer, Gregg Duester

**Keywords:** optic cup formation, retinoic acid signaling, RARE, H3K27ac, *Rdh10* knockout, *Alx1*

## Abstract

Background/Objectives: Retinoic acid (RA) is a transcriptional control agent that regulates several aspects of eye development including invagination of the optic vesicle to form the optic cup, although a target gene for this role has not been previously identified. As loss of RA synthesis in *Rdh10* knockout embryos affects the expression levels of thousands of genes, a different approach is needed to identify genes that are directly regulated by RA. Methods: Here, we combined ChIP-seq for the H3K27ac epigenetic mark with RNA-seq on optic field tissue from E10 wild-type and *Rdh10*−/− embryos that exhibit failure in optic cup formation. Results: We identified a small number of genes with decreased expression when RA is absent that also have a decreased presence of a nearby epigenetic gene activation mark (H3K27ac). One such gene was *Alx1* that also has an RA response element (RARE) located near the RA-regulated H3K27ac mark, providing evidence that RA directly activates *Alx1*. In situ hybridization studies showed that *Rdh10*−/− embryos exhibit a large decrease of *Alx1* expression in the optic field. CRISPR/Cas9 knockout of *Alx1* resulted in a defect in optic cup formation due to a failure of perioptic mesenchyme to migrate and separate the optic cup epithelium from the forebrain neuroepithelium. Conclusions: Our studies support a model in which RA functions to directly activate *Alx1* in perioptic mesenchyme to stimulate an early stage of eye development during which the optic vesicle folds into an optic cup that forms the retina.

## 1. Introduction

Retinoic acid (RA), derived from vitamin A (retinol), controls critical functions during eye development in humans, mice, and zebrafish [1,2,3,4,5]. Human studies have associated mutations in four components of the RA signaling pathway (*RBP4*, *STRA6*, *ALDH1A3*, *RARB*) and two RA target genes (*PITX2*, *FOXC1*) with anophthalmia or microphthalmia defects that occur during late eye development [1,2,3,4,5,6]. However, additional RA target genes may exist, particulaly for early eye development when optic cup formation occurs from E9.5–E10.5 in mouse embryos. RA controls the transcription of key genes by regulating the activity of RA receptors (RARs) that are bound to RA response elements (RAREs) [7,8]. Binding of RA to RARs that are bound to RAREs alters the recruitment of nuclear receptor coactivators (NCOAs) known to activate transcription, thus showing that RA activates transcription through RARE enhancers [7,8].

RA is synthesized from retinol in developing optic field tissues by the sequential activities of retinol dehydrogenase-10 (RDH10) [9] and all three retinaldehyde dehydrogenases (ALDH1A1, ALDH1A2, and ALDH1A3) [10,11]. In mouse embryos, *Rdh10* is expressed at E9.5–E10.5 in the optic vesicle and optic cup during the time when optic cup formation occurs [9,12]. At E10.5–E12.5, *Rdh10* knockout embryos exhibit misshapen optic cups with a shortened ventral retina that does not undergo normal separation from the forebrain neural epithelium; before folding, the eye is simply an optic vesicle outpocketing from the forebrain [9,13]. *Aldh1a1* (*Raldh1*) is expressed in the dorsal retina from E9.5 onwards, *Aldh1a2* (*Raldh2*) is expressed in the optic mesenchyme from E8.75–E9.5, and *Aldh1a3* (*Raldh3*) is expressed in the ventral retina from E8.5 onwards [11]. RA is required for normal folding of the optic vesicle to form the optic cup and ventral retina as shown in *Rdh10*−/− embryos [9] and in *Aldh1a1;Aldh1a2;Aldh1a3* triple knockouts [11]. *Aldh1a1;Aldh1a3* double knockouts form the optic cup (due to *Aldh1a2* RA synthesis), but at later stages they exhibit excessive neural crest-derived perioptic mesenchyme growth and anterior segment defects; in addition, *Pitx2* and *Foxc1* were found to be down-regulated in perioptic mesenchyme [11,14]. Studies on *Aldh1a1;Aldh1a3* double knockouts demonstrated that RA synthesized in the optic cup at E12.5 diffuses to the surrounding perioptic mesenchyme to activate *Pitx2* and *Foxc1* expression that regulates the migration of neural crest-derived perioptic mesenchyme, which contributes to cornea/eyelid morphogenesis and helps shape the overall optic cup morphology [11,14]. *Pitx2* and *Foxc1* knockouts exhibit anterior segment eye defects that arise after optic cup formation, but they still generate the optic cup [15,16]. Thus, RA likely regulates at least one additional gene needed at an early stage for optic cup formation.

We previously provided evidence that *Pitx2* has a nearby RARE and may thus be a direct RA target gene important for late aspects of eye formation [17]. However, there has been no success in identifying any RA target gene for optic cup formation. Identification of direct RA target genes is difficult as thousands of RAREs are observed in the mouse and human genomes [18,19]; in addition, the expression of thousands of genes is altered when RA is lost or added [20,21]. In order to fully understand eye RA signaling, it is essential to identify direct RA target genes that are activated in the developing eye.

As epigenetic studies have shown that histone H3 K27 acetylation (H3K27ac) is associated with gene activation [22], we propose that genes possessing nearby H3K27ac marks that are decreased by loss of RA may point to direct transcriptional targets of RA. Here, we performed genomic ChIP-seq for H3K27ac and RNA-seq studies on E10 mouse eye tissue from wild-type and *Rdh10*−/− mouse embryos lacking RA synthesis to globally identify direct RA target genes for the embryonic eye. Candidate target genes were defined as those with decreased mRNA levels that also have a nearby H3K27ac epigenetic mark that is decreased. This approach identified *Alx1* as a new candidate direct RA target gene, and CRISPR/Cas9 knockout studies demonstrated that *Alx1* is required for normal optic cup formation.

## 2. Materials and Methods

### 2.1. Ethics Statement

All mouse studies conformed to the regulatory standards adopted by the Institutional Animal Care and Use Committee at the SBP Medical Discovery Institute, which approved this study under Animal Welfare Assurance Number A3053-01 (approval #24-080, 20 September 2024). Animal care and use protocols adhered to the guidelines established by the National Institutes of Health (Stapleton, NY, USA).

### 2.2. Generation of Mutant Mouse Embryos

*Rdh10*−/− mice have been previously described [23]. E10 *Rdh10*−/− embryos were generated via timed matings of heterozygous parents; genotyping was performed by PCR analysis of yolk sac DNA. E10 eye tissue from wild-type and *Rdh10*−/− embryos was released from the head of the embryo by dissecting the frontal region containing both optic vesicles and frontonasal region. For in situ hybridization, we analyzed three wild-type and three *Rdh10*−/− embryos (*n* = 3 biological replicates). For RNA-seq studies, we analyzed three pools each of three wild-type and three *Rdh10*−/− eye tissues (*n* = 3 biological replicates). For ChIP-seq, we analyzed two pools each of 60 wild-type and 60 *Rdh10*−/− eye tissues (*n* = 2 biological replicates). For *Alx1* CRISPR mutants, we analyzed three wild-type and three mutant embryos (*n* = 3 biological replicates). The mouse strain used was an outbred mix of Black Swiss and C57BL/6. For all mouse studies, no animals were excluded.

### 2.3. RNA-Seq Analysis

Total RNA was extracted from craniofacial/eye tissues of E10 wild-type and *Rdh10*−/− embryos (9 each). RNA libraries were prepared using the NEB Biolabs Next Ultra II Directional RNA Library Prep Kit with the PolyA selection module (New England Biolabs, Ipswich, MA, USA #E7490). Sequencing was performed on a NovaSeq platform generating 40 million reads per sample with single read lengths of 75 bp, generating 25MM PE50 reads per sample. Sequences were aligned to the mouse mm10 reference genome using TopHat splice-aware aligner; transcript abundance was calculated using the Expectation–Maximization approach; fragments per kilobase of transcript per million mapped reads (FPKM) was used for sample normalization; the Generalized Linear Model likelihood ratio test in edgeR software (version 4) was used as a differential test. High throughput DNA sequencing was performed in the La Jolla Immunology Genomics Core. The RNA-seq data is available at Gene Expression Omnibus (GEO) under GSE297809.

### 2.4. Chromatin Immunoprecipitation (ChIP) Sample Preparation for ChIP-Seq

For ChIP-seq, we used craniofacial/eye tissue from E10 wild-type and *Rdh10*−/− embryos (60 each) dissected in modified PBS, i.e., phosphate-buffered saline containing 1X complete protease inhibitors (concentration recommended for the use of soluble EDTA-free tablets sold by Roche, Basel, Switzerland #11873580001) and 10 mM sodium butyrate as a histone deacetylase inhibitor (Sigma, Tokyo, Japan # B5887). Samples were processed similar to previous methods [23]. Dissected eye tissues were briefly centrifuged in 1.5 mL tubes and excess PBS dissection buffer was removed. For cross-linking of chromatin DNA and proteins, 500 μL 1% formaldehyde was added and the eye samples were minced by pipetting up and down with a 200 μL pipette tip and then incubated at room temperature for 15 min. To stop the cross-linking reaction, 55 μL of 1.25 M glycine was added and samples were rocked at room temperature for 5 min. Samples were centrifuged at 5000 rpm for 5 min and the supernatant was carefully removed and discarded. A wash was performed in which 1000 μL of ice-cold modified PBS was added and mixed by vortexing followed by centrifugation at 5000 rpm for 5 min and careful removal of the supernatant, which was discarded. This wash was repeated. Cross-linked eye samples were stored at −80 C until all samples were collected.

Chromatin was fragmented by sonication. Cross-linked eye samples were pooled, briefly centrifuged, and excess PBS removed. Then, 490 μL lysis buffer (modified PBS containing 1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.0) was added, mixed by vortexing, and then the samples were incubated on ice for 10 min. Samples were divided into four sonication microtubes; Covaris AFA Fiber Pre-Slit Snap-Cap 6, 16 mm (Covaris, LLC; Woburn, MA, USA #520045) with 120 μL per tube. Sonication was performed with a Covaris Sonicator with the following settings: Duty, 5%; Cycle, 200; Intensity, 4; #Cycles, 10; 60 s each for a total sonication time of 14 min. The contents of the four tubes were re-combined by transfer to a single 1.5 mL microtube, which was then centrifuged for 10 min at 13,000 rpm and the supernatant was transferred to a fresh 1.5 mL microtube. These conditions were found to shear eye tissue DNA to an average size of 300 bp using a 5 μL sample for Bioanalyzer analysis. At this point, 20 μL was removed for each sample (wild-type eye tissue and also *Rdh10*−/− eye tissue) and stored at −20 °C to serve as input DNA for ChIP-seq.

Each sample was divided into four 100 μL aliquots to perform immunoprecipitation with ChIP-grade antibodies for H3K27ac (Active Motif, Carlsbad, CA, USA Cat#39133) in duplicate. Immunoprecipitation was performed using the Pierce Magnetic ChIP Kit (Thermo Scientific, Dreieich, Germany #26157) following the manufacturer’s instructions. The immunoprecipitated samples and input samples were subjected to reversal of cross-linking by adding water to 500 μL and 20 μL 5 M NaCl, vortexing, and incubation at 65 C for 4 h; then addition of 2.6 μL RNase (10 mg/mL), vortexing, and incubation at 37 C for 30 min; then addition of 10 μL 0.5 M EDTA, 20 μL 1 M Tris-HCl, pH 8.0, 2 μL proteinase K (10 mg/mL; Thermo Fisher Scientific, Waltham, MA, USA #EO0491), vortexing, and incubation at 45 C for 1 h. DNA was extracted using ChIP DNA Clean & Concentrator (Zymo, Irvine, CA, USA # D5201 & D5205). After elution from the column in 50 μL of elution buffer, the DNA concentration was determined using 2 μL samples for Bioanalyzer analysis. The two input samples ranged from 16–20 ng/μL and the immunoprecipitated samples ranged from 0.1–0.2 ng/μL (5–10 ng per 60 pooled eye tissues). For ChIP-seq, 2 ng was used per sample to prepare libraries for DNA sequencing.

### 2.5. ChIP-Seq Genomic Sequencing and Bioinformatic Analysis

Libraries for DNA sequencing were prepared according to the instructions accompanying the NEBNext DNA Ultra II kit (catalog # E7645S; New England Biolabs, Inc., Ipswich, MA, USA). Libraries were sequenced on the NextSeq 500 following the manufacturer’s protocols, generating 40 million reads per sample with single read lengths of 75 bp. Adapter remnants of sequencing reads were removed using cutadapt v1.18 [24]. ChIP-Seq sequencing reads were aligned using STAR aligner version 2.7 to Mouse genome version 38 [25]. Homer v4.10 [26] was used to call peaks from ChIP-Seq samples by comparing the ChIP samples with matching input samples. Homer v4.10 was used to annotate peaks to mouse genes and quantify read counts to peaks. The raw read counts for different peaks were compared using DESeq2 [27]. *p* values from DESeq2 were corrected using the Benjamini & Hochberg (BH) method for multiple testing errors [28]. Peaks with BH corrected *p* value < 0.05 (BHP < 0.05) were selected as significantly differentially marked peaks. Transcription factor binding sites motif enrichment analyses were performed using Homer v4.10 [26] to analyze the significant RA-regulated ChIP-seq peaks for RARE sequences; DR1 RAREs related to the TR4 (NR),DR1 motif; DR2 RAREs related to Reverb (NR), DR2; and DR5 RAREs related to RAR:RXR (NR), DR5. High throughput DNA sequencing was performed in the Sanford Burnham Prebys Genomics Core and bioinformatics analysis was performed in the Sanford Burnham Prebys Bioinformatics Core. The ChIP-seq data is available at GEO under GSE298400.

### 2.6. Generation of Mutant Embryos by CRISPR/Cas9 Mutagenesis

CRISPR/Cas9 gene editing was performed using Alt-R CRSIPR/Cas9 tracrRNA (Integrated DNA Technologies, Inc., Coralville, IA, USA) combined with two crRNA guides (generated by Integrated DNA Technologies, Inc.) that target *Alx1* exon 1 to generate frameshift null mutations. crRNAs were designed with maximum specificity using the tool at Integrated DNA Technologies, Inc. to ensure that each crRNA had no more than 17 out of 20 matches with any other site in the mouse genome and that those sites are not located within exons of other genes. The guides used here for targeting the mouse *Alx1* gene were as follows: TTTTACGGCAAAGCGACGGC and AGCATCACGTGCGCCTGGAC.

Injection of mouse fertilized eggs and generation of *Alx1* CRISPR embryos was performed as follows. For injection into mouse embryos, a solution containing 1.2 mM Cas9 protein (Integrated DNA Technologies, Inc.), AltR nuclease (Integrated DNA Technologies, Inc.), 25 mM in HEPES, and 0.6 mM for each crRNA/tracrRNA duplex used was prepared in nuclease free water. Fertilized oocytes were collected from 3–4 week-old superovulated C57Bl6 females prepared by injecting 5 IU each of pregnant mare serum gonadotrophin (PMSG) (Sigma Aldrich, Schnelldorf, Germany) and human chorionic gonadotropin (hCG) (Sigma Aldrich). Fertilized oocytes were then transferred into M2 medium (Millipore, Darmstadt, Germany) and injected with the Cas9 mRNA/tracrRNA/crRNA solution into the cytoplasm. Injected embryos were implanted into recipient pseudo-pregnant ICR female mice. Implanted females were sacrificed to obtain F0 E10.5 embryos. For genotyping, yolk sac DNA was collected and PCR products were generated using primers flanking the crRNA target sites; PCR products were subjected to DNA sequence analysis from both directions using either an upstream primer (CGAGAAGTTTGCCCTGAAGA) or a downstream primer (GTACCTCACTTCGGGGAAGG). 

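On the GRCm38 (mm10) assembly, *Alx1* (ENSMUSG00000036602.13) is transcribed from the minus strand of chromosome 10. Exon 1 of the 2493 bp transcript ENSMUST00000040859.5 lies between positions 103028381 and 103028777 and is 397 bp long, and its last 226 bp are coding, with the first base of the start codon at position 103028606. Both guide sequences match this exon once, in the transcript's own direction and within the coding part. The first guide, TTTTACGGCAAAGCGACGGC, lies at 103028470 to 103028489 and is followed by the PAM TGG. The second guide, AGCATCACGTGCGCCTGGAC, lies at 103028409 to 103028428 and is followed by the PAM AGG. Placed 3 bp from the PAM, the Cas9 cuts fall after coding bases 134 and 195, which are 61 bp apart. The sequence around the first guide is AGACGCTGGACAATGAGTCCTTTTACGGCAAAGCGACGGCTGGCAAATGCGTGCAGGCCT, and the sequence around the second is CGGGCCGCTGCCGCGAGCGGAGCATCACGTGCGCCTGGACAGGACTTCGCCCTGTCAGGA. The upstream primer matches coding sequence of the same exon at 103028573 to 103028592. The downstream primer was not found in this transcript, and genomic sequence outside transcripts was not used here, so the length of the PCR product is not given. Of the 6 annotated coding transcripts of *Alx1*, the exon that holds the first guide is exon 1 in ENSMUST00000040859.5 and ENSMUST00000218681.1, exon 5 in ENSMUST00000218282.1 and exon 2 in the others.

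**Figure D1:**
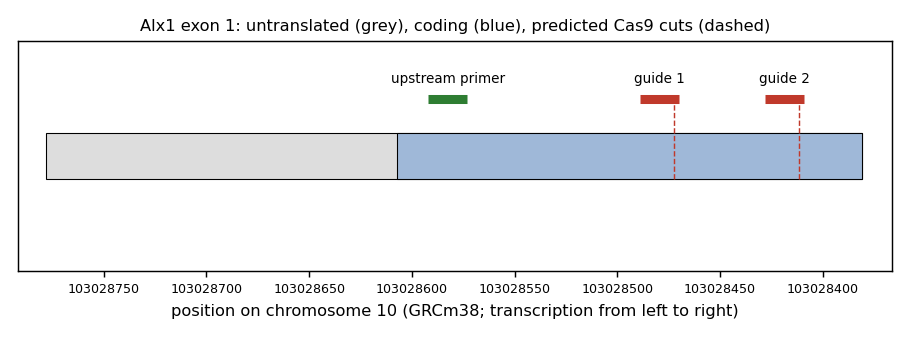
Map of *Alx1* exon 1 (transcript ENSMUST00000040859.5) against position on chromosome 10 of GRCm38, drawn with transcription from left to right. The untranslated part is grey and the coding part blue, bars mark the upstream primer and the guides, and dashed lines mark the predicted cuts 61 bp apart.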

For each gene analyzed, embryos were classified as homozygous if only frame-shift alleles were detected but no wild-type sequence. An example of a frame-shift mutation observed in *Alx1* exon 1 is as follows:

WT: CAAATGCGTGCAGGCCTTCGGGCC
KO: CAAATGCGTGCAGCCTTCGGGCC

### 2.7. In Situ Hybridization Gene Expression Analysis

E10.5 embryos were fixed in paraformaldehyde at 4 °C overnight, dehydrated in methanol, and stored at −20 °C. Detection of mRNA was performed by whole mount in situ hybridization as previously described [29].

### 2.8. Analysis of Eye Morphology

Histological examination of embryonic eyes was performed on paraffin embedded and sectioned tissues stained with hematoxylin/eosin as previously described [11].

## 3. Results

### 3.1. Comparison of H3K27ac ChIP-Seq and RNA-Seq for Rdh10−/− Eye Tissue

As direct RA target genes for optic cup formation are unknown, we used a combined RNA-seq and ChIP-seq approach that we described previously [23] to globally identify direct RA target genes for eye development; i.e., genes that when RA is missing exhibit a significant decrease in expression (analyzed by RNA-seq) and also a significant decrease in H3K27ac, an epigenetic mark associated with gene activation (analyzed by ChIP-seq).

Embryonic eye tissues were obtained from E10 embryos by dissecting just the frontal region of the head. As the developing eye tissue is very small at E10, the samples contained the optic vesicles and other nearby craniofacial tissues that comprise the face plus some forebrain adjacent to where the optic vesicles emerge as an out-pocketing of the forebrain; we reasoned that our knockout studies of an RA target gene identified from this tissue would be able to identify a gene required for eye development as opposed to development of other craniofacial tissues. 

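For the RNA-seq, the frontal head tissue with the optic vesicles was pooled from 3 embryos at E10 for each library, with 3 libraries from wild-type embryos and 3 from embryos homozygous for the *Rdh10* null allele (*Rdh10* KO). *Rdh10* encodes a retinol dehydrogenase. The libraries were directional and selected for polyadenylated RNA. The authors aligned the reads to mm10 with TopHat and computed transcript abundance by Expectation–Maximization. The deposited table holds 1 value for each library and each of 26437 genes, of which 99.44% matched the GRCm38 (mm10) annotation of GENCODE mouse release 21 by Ensembl identifier. The paper names FPKM as the normalization. Within each library, however, the deposited values are whole reads divided by a single factor, 0.850 to 1.40 depending on the library, for short and long genes alike, and this factor equals the library's median-of-ratios size factor. They were therefore treated as normalized counts, which are reads per gene divided by 1 factor per library. Reversing the division gave whole reads for at least 99.989% of the values in every library. The reads counted on genes were 19089872, 17626842 and 20808237 in wild-type replicates 1 to 3 (median 19089872) and 27101025, 18511484 and 16392777 in *Rdh10* KO replicates 1 to 3 (median 18511484). Between replicates, counts differed by more than sampling noise, with a chi-square per degree of freedom of 2.83 to 6.00 for pairs of wild-type libraries and 13.5 to 19.0 for pairs of *Rdh10* KO libraries. The median SD of the log2 values was 0.10 among wild-type and 0.14 among *Rdh10* KO libraries, over 13969 genes. Fold changes are differences of group means of log2(normalized counts + 0.1), *Rdh10* KO minus wild-type, for the 22921 genes with a mean above 0.5 over the 6 libraries. They were tested with limma, with Benjamini–Hochberg adjustment over these genes. The same limit on FPKM computed from the recovered reads and exon lengths would keep 14062 genes. Fold changes of genes with few reads depend on the added 0.1, so for a gene with at most 3 reads in every library of a group, only a lower bound of the fold is given.
The targeted gene, *Rdh10* (ENSMUSG00000025921.7, chromosome 1, 16105774 to 16133734), had 399, 342 and 381 normalized counts in the wild-type libraries and 183, 142 and 181 in the *Rdh10* KO libraries. The *Rdh10* KO mean was 45.1% of the wild-type mean, a log2 fold change of −1.16 (SE 0.13, adjusted p = 7.35e-05, limma). Every *Rdh10* KO value lay below every wild-type value (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).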

We performed RNA-seq analysis comparing E10 eye tissue from wild-type embryos and *Rdh10*−/− embryos that lack the ability to produce RA in the entire head, including the optic vesicles and surrounding mesenchyme [30]. This analysis identified genes whose mRNA levels in eye tissue were significantly decreased (359 genes) or increased (1040 genes) when RA was absent (FPKM > 0.5; a cut-off of log_2_ <−0.85 or >0.85 was employed; RNA-seq data available at Gene Expression Omnibus (GEO) under accession number GSE297809).

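In the deposited values, 203 genes were decreased and 552 increased in *Rdh10* KO eye tissue, with an adjusted p-value under 0.05 (limma) and the log2 cut-off of 0.85. Decreased genes made up 26.9% of these 755 genes. The log2 cut-off alone, with no test, was passed by 2467 genes in the direction of a decrease and 3025 in the direction of an increase. These are genes with a mean above 0.5 normalized counts, a looser limit than the paper's FPKM above 0.5. With computed FPKM above 0.5, a limit chosen after seeing the data, 325 and 578 genes passed it. With 1 wild-type library left out, the number of decreased genes was 116 (without replicate 1), 104 (without replicate 2) or 113 (without replicate 3). Among the analyses of all 6 libraries, the threshold on the adjusted p-value without a log2 cut-off gave 2091 decreased and 2360 increased genes, and a correction for GC content and length with a block for the replicate number gave 0 and 0 (456 and 803 at an unadjusted p-value under 0.05). A correction that keeps the average trend, chosen after that result was seen, gave 192 and 414 with the same block. For 7938 genes (34.6%), all values of one group lay on one side of all values of the other, against 10% by chance for 3 libraries against 3. Of the 755 genes, 410 (54.3%) overlap the span of another annotated gene, on either strand and introns included. Since the libraries were directional, reads could be shared for only part of these genes, and that part was not counted. No more than 3 reads were counted in any *Rdh10* KO library for 37 of the decreased genes, and in any wild-type library for 67 of the increased genes.
The 5 lowest log2 fold changes among genes whose groups did not overlap belonged to *Kcng4*, the lincRNAs *RP23-85B15.7* and *Gm53*, *Tspan10* and *Hoxb3*, which all had at most 1 read in each *Rdh10* KO library. *Kcng4* had 11.1 ± 2.70 normalized counts in wild-type (SD, n = 3) and was at least 3.14-fold lower in *Rdh10* KO (adjusted p = 0.00349, limma). The bounds of the other genes were lower, at least 1.24-fold for *Gm53*, 1.27-fold for *Tspan10*, 1.36-fold for *RP23-85B15.7* and 1.40-fold for *Hoxb3*. Leaving out wild-type replicate 1 raised the adjusted p-value (limma) to 0.0754 for *RP23-85B15.7*, 0.0925 for *Tspan10* and 0.155 for *Hoxb3*, and leaving out wild-type replicate 3 raised that of *Gm53* to 0.153. The 5 highest log2 fold changes belonged to genes with at most 2 reads in any wild-type library. *1700123K08Rik* was at least 12.3-fold higher in *Rdh10* KO, *Ascl2* 11.5-fold, *Hnf1aos1* 9.88-fold, *Prl8a2* 6.48-fold and *Kctd16* 4.58-fold. *Hnf1aos1* and *Kctd16* overlap other annotated genes on both strands, *Hoxb3* and *RP23-85B15.7* only on the other strand.

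**Figure D2:**
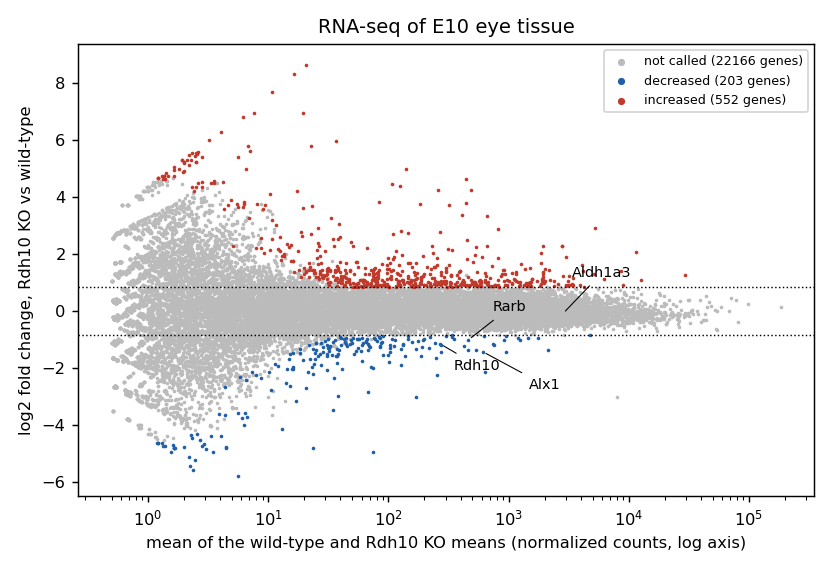
Log2 fold change of each tested gene (vertical axis) against the mean of the group means in normalized counts (horizontal log axis). Decreased genes are blue, increased genes red, all other genes grey, and dotted lines mark log2 fold changes of −0.85 and 0.85.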

We performed ChIP-seq analysis for the H3K27ac epigenetic mark comparing E10 eye tissue from wild-type and *Rdh10*−/− embryos isolated as described above. This analysis identified RA-regulated H3K27ac ChIP-seq peaks that were either decreased (located within or near 3340 genes) or increased (located within or near 3357 genes) using a log_2_ cut-off of <−0.51 or >0.51; the ChIP-seq data is available at GEO under accession number GSE298400.

In order to identify genes that are good candidates for being transcriptionally activated or repressed by RA (RA target genes), we compared our RNA-seq and H3K27ac ChIP-seq results to identify RA-regulated ChIP-seq peaks where nearby genes have significant changes in expression in wild-type vs. *Rdh10*−/− based on RNA-seq. We found 81 genes that exhibited both decreased expression and decreased peaks for H3K27ac, plus 202 genes that exhibited increased expression and increased peaks for H3K27ac (Figure 1).

We focused upon the 81 candidate RA target genes that exhibited both decreased expression and decreased H3K27ac deposition. 

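*Rarb* (ENSMUSG00000017491.8, chromosome 14, 16430839 to 16819156) had 620 ± 19.8 normalized counts in wild-type and 308 ± 34.3 in *Rdh10* KO eye tissue (SD, n = 3 each). The log2 fold change was −1.01 (SE 0.11, adjusted p = 3.29e-05, limma), and the groups did not overlap. It overlaps *Top2b* and *Gm48162*, which lie on the other strand. *Aldh1a3* (ENSMUSG00000015134.15, chromosome 7, 66390890 to 66427517) had 2919 ± 212 normalized counts in wild-type and 2745 ± 293 in *Rdh10* KO (SD, n = 3 each), a difference smaller than the spread between libraries (exact two-sided permutation test, p = 0.6). Its log2 fold change was −0.09 (SE 0.09, adjusted p = 0.522, limma) and came to −0.0005 without *Rdh10* KO replicate 3. With each library left out in turn, the log2 fold change stayed between −1.10 and −0.94 for *Rarb* and between −1.22 and −1.04 for *Rdh10*.
In a list of 19 genes of RA synthesis, transport, signaling and degradation, chosen in advance, 6 genes were decreased past both thresholds, whether p-values were adjusted over all genes or adjusted over the list alone, and none was increased. Among them were *Aldh1a1*, *Cyp26b1*, *Dhrs3*, *Rarb* and *Rdh10*. *Cyp26b1* (log2 fold change −1.18) and *Dhrs3* (−1.04) lost their adjusted p-value under 0.05 when *Rdh10* KO replicate 2 was left out, with log2 fold changes of −0.79 and −0.68. *Cyp26b1* also lost it without *Rdh10* KO replicate 3 (−1.06), wild-type replicate 1 (−1.08) or wild-type replicate 2 (−1.11), and *Dhrs3* without any of the wild-type libraries, with an adjusted p-value (limma) of up to 0.0911. The median log2 fold change of the list was −0.37, with a camera adjusted p-value of 0.000251 at a preset inter-gene correlation of 0.01. For this list the adjusted p-value was 0.00534 from fry and 0.223 from camera with an estimated correlation. At the preset correlation 5 of 13 lists had an adjusted p-value under 0.05, and other splits of the 6 libraries gave 1 to 6 lists, so the number of lists does not set the genotypes apart.

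**Figure D3:**
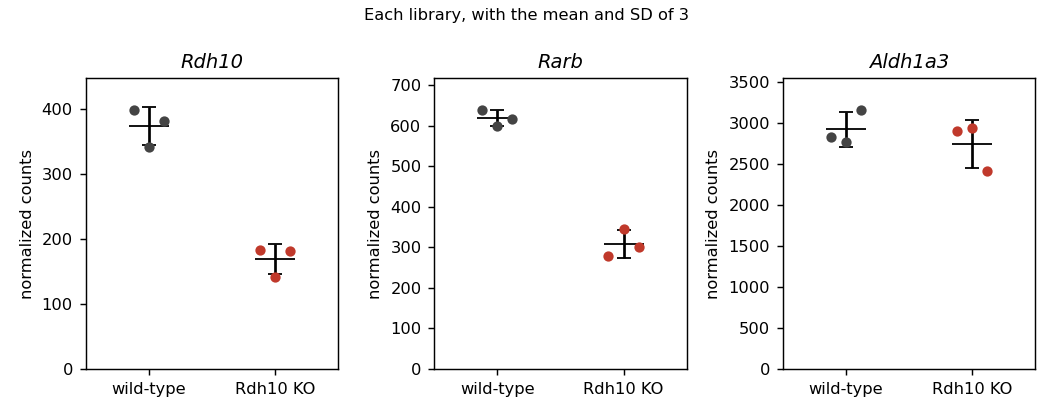
Normalized counts (vertical axis) of *Rdh10*, *Rarb* and *Aldh1a3* in each wild-type and *Rdh10* KO library (points), with horizontal lines at the group means and error bars for the SD (n = 3). For *Rarb*, all *Rdh10* KO values lie below all wild-type values, and for *Aldh1a3* the groups overlap.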

Our combined RNA-seq and H3K27ac ChIP-seq results for this group appear to be high quality: they include several genes that were already known to be part of the optic vesicle RA regulatory pathway; i.e., *Rarb* (nuclear RA receptor), *Rdh10* (first step of RA synthesis—conversion of retinol to retinaldehyde), and *Aldh1a3* (second step of RA synthesis—conversion of retinaldehyde to RA). These three genes are also included within a group of 12 genes with the greatest decreases in expression observed by RNA-seq, and here we show their corresponding changes in H3K27ac deposition (Table 1). Among these genes, seven exhibit decreased H3K27ac including *Rarb*, *Rdh10*, and *Aldh1a3*. This group includes *Alx1*, which has a large value for decreased H3K27ac deposition when RA is missing.

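Of the genes in Table 1, 11 are reported here. All 11 had lower means in *Rdh10* KO, 6 had an adjusted p-value under 0.05 over all genes (limma) and 7 had one adjusted over the list alone. *Rarb*, *Rdh10* and 1 further gene, *Alx1*, passed both this threshold and the log2 cut-off of 0.85. The list was chosen by the study from these libraries, so the adjustment over the list alone is not independent evidence. *Hspa8* had a log2 fold change of −0.27 (SE 0.09, adjusted p = 0.0490, limma), *Manf* −0.30 (SE 0.09, 0.0251) and *Rps14* −0.21 (SE 0.06, 0.0264), and for each of these 3 genes the groups did not overlap. Their adjusted p-values rose above 0.05 when some single libraries were left out, to 0.200 for *Hspa8* (without wild-type replicate 2), 0.127 for *Manf* (without wild-type replicate 3) and 0.128 for *Rps14* (without wild-type replicate 2). With all 6 libraries, they were 0.271, 0.214 and 0.155 from limma without its intensity trend. After a correction for GC content and length they were 0.168, 0.247 and 0.177. With a correction that keeps the average trend, chosen after the other's result was seen, all 3 stayed under 0.05. A block for the replicate number then took that of *Manf* alone above it (0.0582, limma). Of 26 alternatives, leaving out a library included, 14 took *Hspa8*, 9 *Manf* and 11 *Rps14* above 0.05. *Sdf2l1* had a log2 fold change of −0.25 (adjusted p = 0.0611, limma), which became −0.32 (0.0356) without *Rdh10* KO replicate 2. For *Adck4* the log2 fold change was −0.14, for *Rad51c* −0.14 and for *Car2* −0.10, with adjusted p-values from limma of 0.467, 0.562 and 0.787. Without *Rdh10* KO replicate 2, *Rad51c* had a log2 fold change of −0.34 (adjusted p = 0.0427, limma), and *Car2* changed direction without *Rdh10* KO replicate 1 (0.21) and without wild-type replicate 3 (0.0015).
Ordered by log2 fold change from the lowest, *Alx1* ranked 1510, *Rdh10* 1860 and *Rarb* 2147 among all genes tested. Most genes ranked above them had few reads. Among the 15272 genes with a mean above 10 normalized counts, these 3 genes ranked 80, 153 and 210, and the other 8 genes ranked between 2980 and 6080. Of the H3K27ac peaks that Table 1 lists with the 11 genes, 7 overlap an annotated transcript start of the gene they are listed with. The peaks listed with *Rarb*, *Aldh1a3* and *Rdh10* lie 19.8 kb, 22.5 kb and 118.2 kb from the nearest annotated start of these genes.

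**Figure D4:**
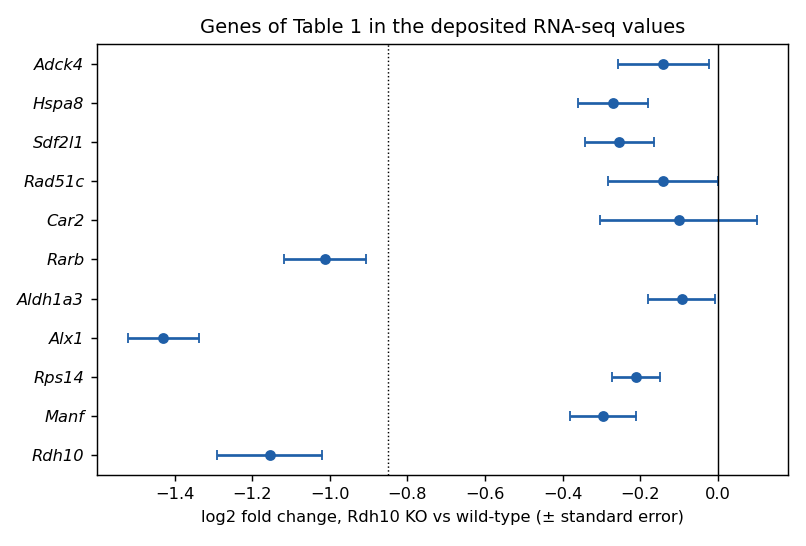
Log2 fold change of 11 genes of Table 1 (*Rdh10* KO minus wild-type), computed from the deposited values, with the standard error. *Alx1*, *Rdh10* and *Rarb* lie below the log2 cut-off of −0.85 (dotted line).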

### 3.2. Alx1 Expression in Wild-Type vs. Rdh10 KO Embryos

*Alx1* has previously been shown to be expressed in mouse perioptic and craniofacial mesenchyme surrounding the optic vesicle/cup at E9.5–E10.5, but not in the optic vesicle/cup itself, and then at later stages, *Alx1* is expressed in the cornea [31,32]. Here, we compared expression of *Alx1* in E10.5 wild-type and *Rdh10*−/− embryos. We found that loss of RA in *Rdh10*−/− embryos results in a very large decrease in *Alx1* expression in the eye region; *n* = 3 (Figure 2). These results corroborate the RNA-seq data, showing that *Alx1* expression is decreased in the *Rdh10* KO.

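In the RNA-seq of E10 eye tissue, *Alx1* (chromosome 10, 102998707 to 103030215) had 877, 914 and 887 normalized counts in the wild-type libraries and 311, 341 and 342 in the *Rdh10* KO libraries. The means were 892 ± 19.1 and 332 ± 17.6 (SD, n = 3 each), so that *Rdh10* KO tissue held 37.2% of the wild-type level. The log2 fold change was −1.43 (SE 0.09, adjusted p = 5.64e-07, limma), and the difference is many times the spread between libraries. With each library left out in turn, it stayed between −1.45 and −1.38. *Gm17028* overlaps *Alx1* on the same strand. The related gene *Alx4* was also decreased, with a log2 fold change of −0.95 (SE 0.07, adjusted p = 2.26e-06, limma). *Lrriq1*, which lies upstream of *Alx1* between positions 103046031 and 103236322, had 14.4 ± 5.42 normalized counts in wild-type and 14.9 ± 6.76 in *Rdh10* KO (SD, n = 3 each), too few reads to detect a small difference. From the lower *Alx1* signal in both the RNA-seq and the in situ hybridization, the paper concludes that *Alx1* expression is decreased when *Rdh10* is lost. Together with the reduced H3K27ac peak and a nearby RARE, the paper proposes *Alx1* as a direct target gene of RA.

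**Figure D5:**
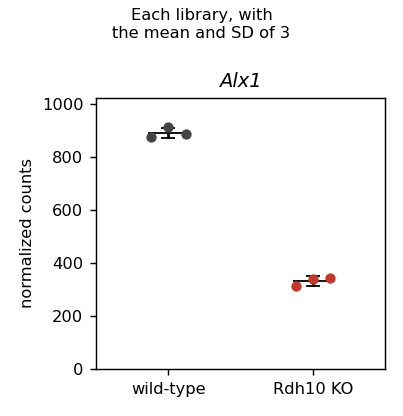
Normalized counts of *Alx1* (vertical axis) in each wild-type and *Rdh10* KO library (points), with horizontal lines at the group means and error bars for the SD (n = 3). All *Rdh10* KO values lie below all wild-type values.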

### 3.3. Identification of a RARE Associated with RA-Regulated Deposition of the H3K27ac Epigenetic Mark near Alx1

A genomic comparison of the H3K27ac ChIP-seq data near the 5′ end of *Alx1* for wild-type and *Rdh10*−/− eye tissue is shown here (Figure 3). In wild-type tissue, a significant peak of H3K27ac deposition is observed overlapping the transcription start site of *Alx1*, and this peak is reduced in the *Rdh10* KO.

As RA target genes need to be associated with a RARE, the DNA sequences within and near the RA-regulated H3K27ac ChIP-seq peak for *Alx1* were analyzed for the presence of RARE DNA sequences (i.e., direct repeats with spacers of either 1, 2, or 5 bp; DR1, DR2, or DR3) using methods we previously described [23]. We found a DR2 RARE approximately 500 bp upstream of the H3K27ac peak overlapping the *Alx1* transcription start site (Figure 4). These results provide evidence that *Alx1* may be directly regulated by RA during optic cup formation.

### 3.4. Alx1 Is Required for Normal Optic Cup Formation

In order to test whether *Alx1* is required for normal optic cup formation, we used CRISPR/Cas9 technology to generate *Alx1* knockout embryos that contain a deletion in exon 1 that introduces a frameshift mutation. Wild-type and *Alx1* CRISPR embryos collected at E10.5 were sectioned in the dorsoventral plane through the eyes. The sections revealed that *Alx1* KO eyes display a failure of the ventral optic cup (future ventral retina) to fold properly; *n* = 3 mutants compared to two WT (Figure 5). In the *Alx1* CRISPR embryos, the optic vesicle did not completely fold to generate a normal optic cup with a prospective retinal epithelium that separates from the nearby forebrain epithelium as seen in wild type embryos.

## 4. Discussion

Previous studies have demonstrated that RA signaling is required for folding of the optic vesicle at E9.5 to form the optic cup at E10.5 as well as for further morphogenesis of the optic cup at later stages [9,11,13,14]. However, the identification of an RA target gene required for optic cup formation has not been described. Here, our RNA-seq findings combined with H3K27ac epigenetic ChIP-seq findings comparing wild-type to *Rdh10*−/− RA-deficient eye tissue has provided a means for identifying new candidate direct RA target genes that may be required for optic cup formation. By focusing on RA-regulated genes that also have a nearby RA-regulated H3K27ac epigenetic mark associated with a RARE, our approach can narrow down the list of RA-regulated genes to those that are direct targets of RA transcriptional control. Our method allows identification of genes that are likely to be transcriptional targets of the RA signaling pathway as opposed to genes whose expression is altered by effects downstream of RA signaling, such as changes in the expression of other transcription factors or possibly post-transcriptional effects on mRNA abundance that are picked up by RNA-seq analysis.

Here, in our studies on *Rdh10*−/− eye tissue, we were able to narrow down the hundreds of genes identified with RNA-seq that have significant reductions in gene expression to just a few candidate direct RA target genes that also have significant reductions in nearby H3K27ac deposition. From this combined RNA-seq and H3K27ac ChIP-seq comparison, *Alx1* appeared as a very good potential direct RA target gene. This view was further strengthened by analysis of *Alx1* expression in E10.5 embryos showing a large decrease in expression in *Rdh10*−/− compared to wild-type. This view was additionally supported by transcription factor binding site analysis that revealed a DR2 RARE near the RA-regulated H3K27ac peak overlapping the *Alx1* transcription start site. After demonstrating that *Alx1* knockout embryos fail to undergo normal optic cup formation, we conclude that *Alx1* may be a direct RA target gene whose expression is activated by RA in order to provide instructions for how the optic vesicle folds to form a normal optic cup. As *Alx1* has previously been shown to be expressed in perioptic mesenchyme surrounding the optic vesicle/cup [31,32], it is possible that *Alx1* controls the migration of cranial neural crest-derived perioptic mesenchyme that helps pattern the folding of the optic cup, similar to how *Pitx2* controls cranial neural crest perioptic mesenchyme for eye anterior segment morphogenesis at later stages of eye morphogenesis [15,16,33]. Previous knockout studies have shown that *Alx1* is required for normal craniofacial mesenchyme migration as it relates to frontonasal dysplasia [34]. Thus, we suggest here that RA generated in the optic vesicle controls the folding process that forms an optic cup by diffusing into surrounding perioptic mesenchyme where it activates the expression of *Alx1*, which controls perioptic mesenchyme function. This folding process generates the epithelium in the posterior portion of the optic cup that will later differentiate into the retina, thus separating the retinal epithelium from the forebrain neural epithelium. Future studies can address the mechanism through which RA controls *Alx1* expression and the mechanism underlying how *Alx1* controls perioptic mesenchyme function during optic cup formation.

Our studies reported here demonstrate the power of combining gene knockout mice, RNA-seq, and ChIP-seq for epigenetic marks to identify direct RA target genes required for a particular developmental process. Here, we have revealed that RA is required to activate expression of *Alx1*, which is then required in the process of optic cup formation. This knowledge is essential for understanding the mechanisms underlying how RA signaling controls eye development. This knowledge will also help determine how human eye defects occur, identify genes that may be mutational targets causing human eye defects, and improve strategies to treat eye defects.

Limitations of this study: The developing eyes (optic vesicles/cups) at E10 are quite small and therefore not possible to dissect free of surrounding tissues. Thus, as tissues for RNA-seq and ChIP-seq analyses were obtained by dissecting the frontal region of the head that contains the eyes along with other craniofacial tissues, the RNA-seq and ChIP-seq analyses would not necessarily detect RA target genes for only the developing eye. In this case, we relied on gene expression and knockout studies of the RA target gene identified from this tissue (*Alx1*) to identify it as a gene required for eye development.

## Figures and Tables

**Figure 1:**
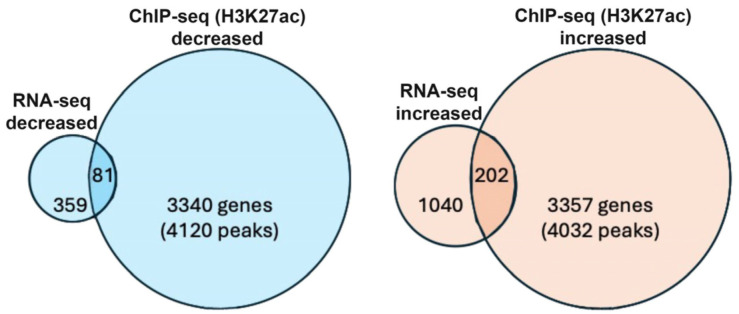
Bioinformatic analysis of genes identified as early eye direct RA target genes. Venn diagram showing the number of genes that have both RA-regulated expression (decreased or increased) and RA-regulated deposition of nearby H3K27ac marks (decreased or increased) following loss of RA. Individual values for H3K27ac (wild type vs. *Rdh10*−/−) can be found in ChIP-seq data deposited at GEO under accession number GSE298400. Individual values for RNA-seq (wild type vs. *Rdh10*−/−) can be found in the data deposited at GEO under accession number GSE297809.

**Figure 2:**
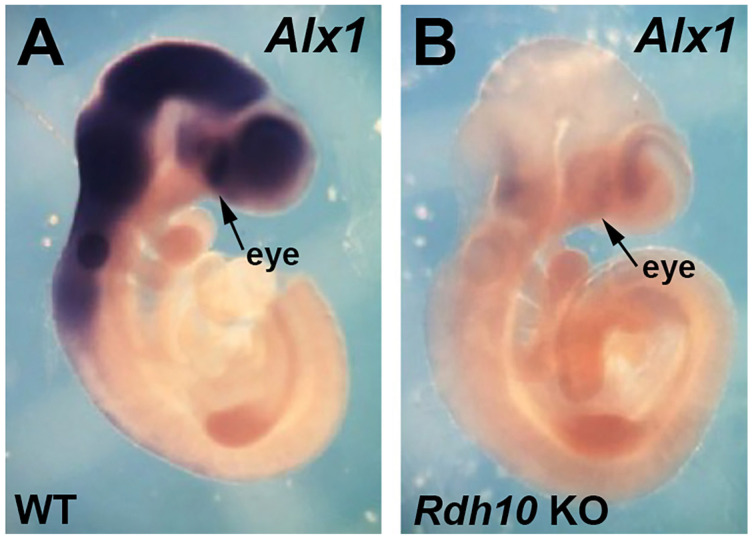
Comparison of *Alx1* expression in E10.5 wild-type vs. *Rdh10* KO. (**A**,**B**) Shown are mouse E10.5 embryos, either wild-type (WT) or *Rdh10*−/− (*Rdh10* KO), subjected to in situ hybridization to detect *Alx1* mRNA. The arrows point to the eye region where the optic cup is forming.

**Figure 3:**
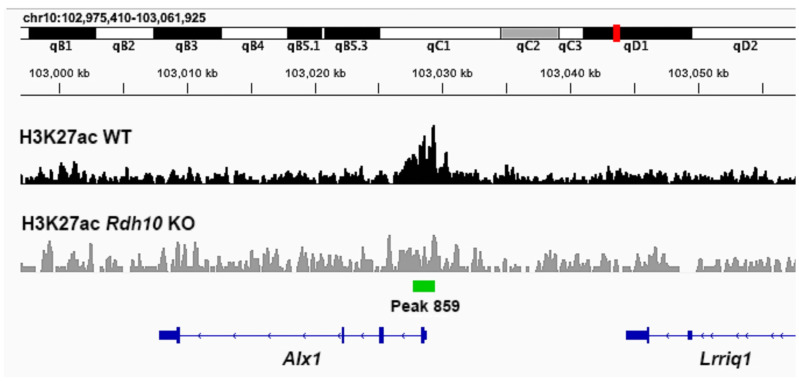
Chromosomal genomic DNA view showing comparison of H3K27ac ChIP-seq data near *Alx1* in wild-type vs. *Rdh10*−/− eye tissue. Shown here is the region along mouse chromosome 10 where *Alx1* resides with its transcription direction going from right to left. The ChIP-seq data for H3K27ac from E10.5 eye tissue, either wild-type (WT) or *Rdh10*−/− (*Rdh10* KO), is plotted under this chromosomal region. Observed is peak 859 overlapping the transcription start site for *Alx1* that is significantly decreased in the *Rdh10* K0.

**Figure 4:**
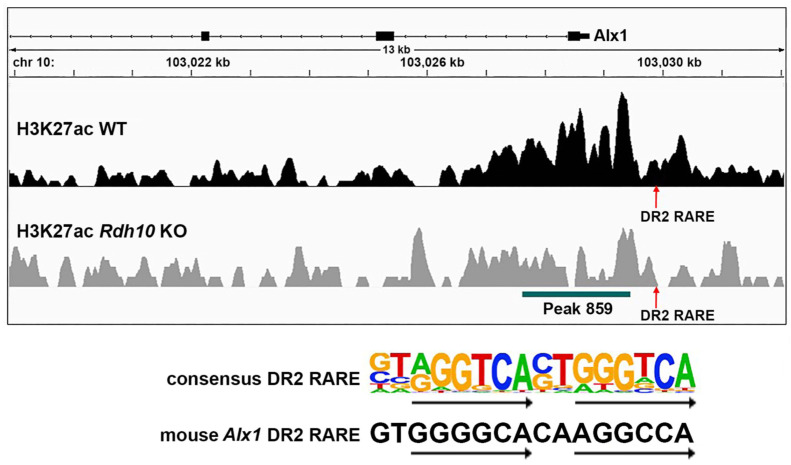
RARE near the RA-regulated H3K27ac peak located upstream of the *Alx1* transcription start site. Shown is a mouse chromosome 10 view of the H3K27ac ChIP-seq peaks for wild-type (WT) and *Rdh10*−/− (*Rdh10* KO) from E10.5 eye tissue showing a RA response element (RARE) just upstream of peak 859 that overlaps the *Alx1* transcription start site. This is a DR2 RARE, which consists of two 6 bp direct repeats separated by a 2 bp spacer as shown by the consensus DR2 RARE sequence. The DR2 RARE upstream of *Alx1* matches the consensus in 10 of the 12 bp that comprise the two 6 bp repeats, and it matches 1 bp from the 2 bp spacer.

**Figure 5:**
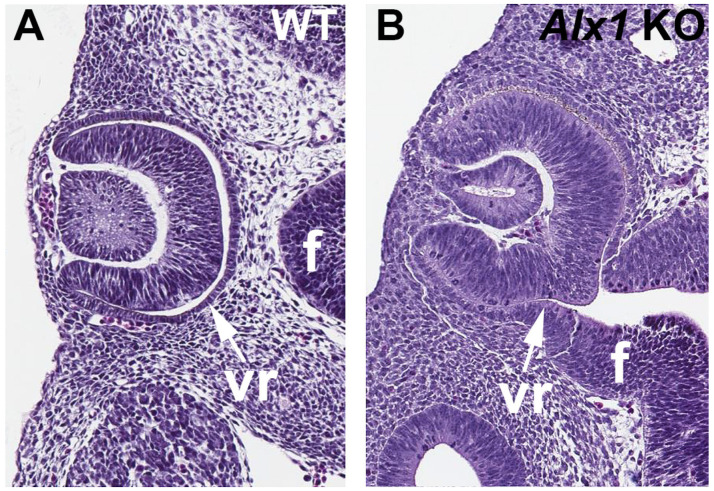
Eye sections comparing wild-type vs. *Alx1* CRISPR KO embryos showing the optic cup defect. (**A**,**B**) Comparison of E10.5 wild-type (WT) and *Alx1* knockout (KO) eyes showing a failure of the optic cup to fold properly in the *Alx1* CRISPR embryos, leaving the ventral retina (vr) still connected to the forebrain neural epithelium (f).

**Table 1:** Comparison of datasets for RNA-seq and ChIP-seq (H3K27ac) from E10 eye regions (*Rdh10* KO vs. wild type) to identify genes that have significant reductions in mRNA expression and significant changes in nearby deposition of H3K27ac when RA is missing.

Gene with Altered Expression in *Rdh10* KO	log_2_ Fold Change in Gene Expression: RNA-seq for *Rdh10* KO vs. WT	Nearby H3K27ac ChIP-seq RA-Regulated Peak for *Rdh10* KO vs. WT (mm10 Coordinates)	log_2_ Fold Change: H3K27ac ChIP-seq for *Rdh10* KO vs. WT
*Adck4*	−0.5	chr7: 27232464-27233503	1.04
*Hspa8*	−0.498	chr9: 40798968-40802290	−0.284
*Sdf2l1*	−0.414	chr16: 17131820-17133225	0.052
*Rad51c*	−0.401	chr11:87403988-87404734	0.206
*Car2*	−0.389	chr14: 70152974-70154100	−0.236
*Rarb*	−0.37	chr14: 16554360-16555273	−0.165
*Aldh1a3*	−0.367	chr7:66449969-66450726	−0.165
*Alx1*	−0.363	chr10:103027606-103029451	−0.879
*Cln5*	−0.344	chr14:103069656-103070583	0.341
*Rps14*	−0.342	chr18: 60774247-60775597	0.218
*Manf*	−0.342	chr9:106891507-106892882	−0.602
*Rdh10*	−0.341	chr1:16248679-16249396	−0.395

## Data Availability

The accession numbers of the sequence data that are reported in this study are listed in the legend for Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

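RNA-seq signal was analysed for 6 libraries of E10 eye tissue, 3 from wild-type and 3 from *Rdh10* KO embryos, each from a pool of 3 embryos, so that 9 embryos stand behind each group. According to the paper, the authors prepared directional, poly(A)-selected libraries, aligned the reads to mm10 with TopHat, computed transcript abundance by Expectation–Maximization, used FPKM for normalization, and tested differences with the generalized linear model likelihood ratio test of edgeR. The deposited signal is the authors' value for each gene and library, given to 2 decimals. Before the data were examined, FPKM was assumed as its unit. The values themselves show another unit: they are whole reads per gene divided by 1 factor per library and not by gene length, and the factor is the median-of-ratios size factor, since factor times value of 1 read came to 1.0 in all 6 libraries. Whole reads were recovered for 99.989% of the values of *Rdh10* KO replicate 3 and for 100% of the values of the other 5 libraries. The table holds no comparison computed by the authors. The table has 26438 lines after its header, of which 1 names no gene. 40 genes share their name with another gene. The identifiers of 26288 of the 26437 genes were found in GENCODE mouse release 21 (GRCm38), which gave positions, exon lengths, GC content and transcript sequences.

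The choices described next, up to the lists of genes, were made before the data were examined. Genes with a mean above 0.5 over the 6 libraries were tested on log2(value + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), *Rdh10* KO against wild-type, with no other term. P-values were adjusted by the Benjamini–Hochberg method, and a gene was called decreased or increased at an adjusted p-value under 0.05 and a log2 fold change beyond the paper's cut-off of 0.85. The paper's text gives no threshold on p for the RNA-seq. Single genes were also compared by an exact two-sided permutation test, for which 0.1 is the smallest p with 3 libraries against 3. The genes named are those that the paper names, the 5 with the lowest and the 5 with the highest log2 fold change among called genes whose groups do not overlap, the called members of the lists below, called genes within 10 Mb of *Rdh10*, and sex-linked genes. Other genes of the lists are named in places, and these were chosen after their values were seen. Lists were written for the RA pathway, RA-induced genes, optic vesicle and retina, perioptic and craniofacial mesenchyme, forebrain, surface ectoderm, embryonic blood, heart, Hox genes, the unfolded protein response, heat shock, immediate early genes and ribosomal proteins, and were tested with camera at a preset inter-gene correlation of 0.01. Called genes near *Rdh10* were counted with Fisher's exact test.

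Another 5 lists were written after genes of such kinds had been noticed among the changed genes: hypoxia response and glycolysis, amino acid and integrated stress response, p53 targets, placenta, decidua and yolk sac, and pigment cells. The genes noticed were left out of these lists, and *Sulf1* was left out of the pigment cell list after its value was seen.

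Reads on genes ranged from 16392777 to 27101025 per library. A gene counted at most 3 reads in every library of a group was treated as at its limit of detection in that group, which is 2.15 to 3.53 normalized counts depending on the library. Its fold change is given as a bound against this limit.

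The alternatives set in advance were pseudocounts of 1 and 0.01, other filters on low values, median scaling and quantile normalization, limma without the intensity trend, unadjusted p-values, no log2 cut-off, the ratio of group means, a block for the replicate number, a correction for GC content and length (with and without the block), fry, camera with an estimated correlation, a window of 20 Mb, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 (quasi-likelihood and likelihood ratio tests) and DESeq2 1.42.0 on the recovered reads, limits of 10 normalized counts and of 0.5 FPKM computed from the recovered reads, and a correction for GC content and length that keeps the average trend. Tests were tried on simulated data with 200 changed genes among 22651. Limma recovered 95% of them with 0 other genes called, the edgeR quasi-likelihood test 98% with 3, the edgeR likelihood ratio test 98% with 7, and DESeq2 95.5% with 0. In the simulation, camera called the changed list of 20 genes and did not call the unchanged one. Genes were simulated independently of each other, so camera was not tried on genes that vary together. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and plots. The ChIP-seq, the in situ hybridization and the phenotypes of *Alx1* KO embryos were not analysed here, results for some genes are not reported here, and the RARE was not placed because genomic sequence outside transcripts was not used.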

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

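The tests of single libraries, tissue shares, heart tissue, time before freezing and placental tissue were chosen only after the results were seen. So were all tests of technical explanations for the higher immediate early genes. The list of these genes and its camera and fry tests were set in advance. The 2 stress lists and the placental list were themselves written after genes of these kinds had been noticed among the increased genes, and those genes were left out of them.

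Genes of the hypoxia response and glycolysis, which the paper does not discuss, were higher in *Rdh10* KO. The median log2 fold change of the 25 genes was 0.91, 13 passed both thresholds (14 adjusted over the list alone), and the camera adjusted p-value at the preset correlation was 8.30e-22. It was 0.00416 with fry and 0.0930 with an estimated correlation. All 25 genes have a wild-type mean above 10 normalized counts and none is in another list. *Slc2a1* (log2 fold change 1.40), *Vegfa* (1.68) and *Pdk1* (1.24) were called, *Aldoa* rose from 17445 to 41832 and *Ldha* from 35758 to 51660 normalized counts, and *Hif1a* itself was slightly lower (−0.23). In the other 9 splits of the libraries, the list's median was at most 0.53 in size. These splits mix the genotypes in both groups, which shrinks any difference between them, so smaller medians follow from the mixing itself. Several technical explanations were not borne out. After quantile normalization the camera adjusted p-value was 3.84e-23, and after removal of the GC content and length trend 3.05e-15. The rise was not carried by 1 library, since the lowest list median among *Rdh10* KO libraries was 0.63. A larger share of optic, mesenchyme, forebrain, ectoderm or blood tissue would raise that tissue's own genes at least as much, but the highest median of these lists in any *Rdh10* KO library was 0.41. Members of these lists moved both ways, for example *Vax2* (−2.02) and *Rax* (0.64) of the optic list. The medians therefore argue against a larger share without excluding it, and the same limit holds for this comparison below. Heart was left out of that comparison, and would have failed it, since the heart list had a median of 0.50 and reached 0.81 in *Rdh10* KO replicate 1. The heart genes' summed rise, however, was 100.7 normalized counts, 0.09% of the list's 108664. What also stays open is the time between death and freezing of the pools, which could change immediate early genes too. With genes at their limit of detection set to the bound, these had a median of 0.79, but *Jun* and *Ier2* were lower, and the times are not known, so this cannot be told apart from a response to low oxygen or altered glucose metabolism in embryos without RA, a biological explanation that was not tested.

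Genes of the amino acid and integrated stress response were also higher, again outside the genes the paper discusses. The median log2 fold change of the 18 genes was 0.69, with 6 genes past both thresholds (7 adjusted over the list alone), among them *Sesn2* (1.45), *Pck2* (1.34) and *Asns* (1.04). The camera adjusted p-value at the preset correlation was 5.21e-11, with 0.00416 from fry and 0.0930 at an estimated correlation. Wild-type means were above 10 for 17 of the genes, and 1 is in another list. In no other split did the median exceed 0.37 in size, but those splits mix the genotypes, which by itself makes the median smaller. The camera adjusted p-value was 7.68e-11 after quantile normalization and 1.30e-08 with the GC content and length trend removed, and the lowest median in an *Rdh10* KO library was 0.52, above the 0.41 that any of the 5 tissue lists reached. Heart genes rose by 0.83% of this list's summed rise of 12168 normalized counts. The time between death and freezing (immediate early genes 0.79, with *Jun* and *Ier2* lower) remains open here too, beside an untested biological stress response.

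The 12 immediate early genes, a list fixed in advance, had a median log2 fold change of 1.15, and of 0.79 with *Egr2* and another gene at their limit of detection set to the bound. Of these genes, 9 have a wild-type mean above 10 and none is in another list. *Atf3* (1.69), *Egr1* (1.16), *Fos* (2.11), *Ier3* (3.74) and *Nr4a1* (1.14) were called, as was *Egr2*, at least 1.55-fold higher. The members moved both ways: the most abundant, *Ier2* (−0.30, adjusted p = 0.0594) and *Jun* (−0.29, 0.0417), were lower in *Rdh10* KO, and *Fosb* was near 0 (0.080). Adjusted p-values rose above 0.05 for *Fos* without *Rdh10* KO replicate 2 (0.0802, log2 fold change 1.92) and replicate 3 (0.0641, 2.03), and for *Egr2* without *Rdh10* KO replicate 3 (0.0953). The camera adjusted p-value was 0.000966 at the preset correlation, 0.00591 with fry and 0.223 with an estimated correlation. The largest median in another split was 0.64 in size, but those splits mix the genotypes, which by itself makes the median smaller. Against library scaling stands an adjusted p-value of 0.00147 after quantile normalization, against GC content and length one of 0.00534, and against a single library the lowest median of 0.97 among *Rdh10* KO libraries, which also lies above the 0.41 that any of the 5 tissue lists reached. Heart tissue is also argued against. The heart genes' summed rise is 28.09% of this list's 358.6 normalized counts, but *Actc1* alone rose by 100.5, while heart cells would bring all their abundant transcripts. *Actc1* was left out after its value was seen, and the other heart genes then rose in sum by 0.24 (SE 19.4), at 2 SE no more than 4.48% of the 873.9 by which the 10 immediate early genes that rose did so in sum. These other heart genes moved both ways. *Myl7* was lower (22.0 to 9.27 normalized counts), as were *Tnnt2* (7.89 to 3.00), *Tbx20*, *Tnni1* and *Nppa*. *Myh7* was higher (25.5 to 38.9), as were *Myh6* (3.82 to 8.27), *Myl4*, *Gata4* and *Nkx2-5*. The argument therefore rests on their sum and not on single genes. The rise may come from the handling of the pools before freezing or from the loss of RA. The lower *Jun* and *Ier2* speak against handling that raises all of these genes alike. All libraries of a genotype could share the same handling, and the design does not separate handling from genotype.

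The 5 highest log2 fold changes belonged to genes that the paper does not discuss and that had at most 2 reads in any wild-type library. The bounds were at least 12.3-fold for *1700123K08Rik*, 9.88-fold for *Hnf1aos1*, 6.48-fold for *Prl8a2*, 4.58-fold for *Kctd16* and 11.5-fold for *Ascl2*. *Prl8a2* and *Ascl2* are known from decidua and placenta, so maternal or placental tissue in the *Rdh10* KO pools is a candidate explanation for them. A list of 21 other genes of placenta, decidua and yolk sac, of which 13 could be tested and 6 have a wild-type mean above 10, had a median log2 fold change of 0.20 (−0.07 with genes at the limit of detection set to the bound) and a camera p of 0.365. Its median was −0.04 without wild-type replicate 1, −0.02 without *Rdh10* KO replicate 1 and 0.44 without wild-type replicate 2. None of its genes was called, with 1 lower and 2 higher when adjusted over the list alone. *Prl3b1* was lower (31.9 to 14.7 normalized counts), and *Gzmd* (0.627 to 6.61) and *Gzmg* (0.34 to 7.46) were higher. The rise of *Gzmd* and *Gzmg* would go with such tissue and the fall of *Prl3b1* would not, so the list's median does not decide. Too few of its genes had reads to exclude a small share of such tissue. For *Hnf1aos1* and *Kctd16*, which overlap other annotated genes, reads of a neighbour were not separated, and no biological explanation was tested for these 5 genes.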

How the results depend on the processing

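The numbers of decreased and increased genes were recomputed under 19 alternatives set in advance and 8 chosen after seeing the data. Within 1.5 times the reported count stayed 19 of the 27 counts of decreased genes and 23 of the 27 counts of increased genes. Limma without the intensity trend gave 118 decreased and 294 increased genes, of which 60 and 227 are among the genes reported, and the cause was not tested. Looser thresholds gave more genes by construction: 510 and 941 at an unadjusted p-value under 0.05, and 2091 and 2360 without a log2 cut-off. The edgeR likelihood ratio test on recovered reads, chosen after seeing the data, gave 343 decreased genes, which include 198 of the 203. Leaving out each library in turn gave from 104 to 236 decreased and from 373 to 547 increased genes. The low counts of decreased genes came without wild-type replicate 1 (116), 2 (104) or 3 (113), against 236, 197 and 190 without *Rdh10* KO replicates 1 to 3, and the cause was not tested. DESeq2, chosen after seeing the data, gave no adjusted p-value for 7110 genes, so for these only the direction was compared.

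The log2 cut-off with no test depends on genes with few reads. It was passed by 1372 decreased and 1813 increased genes with a pseudocount of 1, and by 3756 and 4751 with no filter. Filters chosen after seeing the data left far fewer, 314 and 684 with a mean above 10, 325 and 578 with computed FPKM above 0.5, and 288 and 546 with the latter and edgeR fold changes, where fewer genes were tested. With each library left out these counts ran from 2482 to 2735 and from 2953 to 3196. At this depth, 3 reads correspond to 2.15 to 3.53 normalized counts, which limits what can be said of genes near the filter.

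Replicate numbers do not pair the libraries, since same-numbered libraries' deviations from their group means correlated at −0.05, −0.06 and −0.12 over 13969 genes, so a block for the number shares no more than a label. With the block, 139 genes were decreased and 460 increased. The correction for GC content and length gave 166 and 405, and with the block 0 and 0, against 456 and 803 at an unadjusted p-value under 0.05. In that combined fit the log2 fold changes were −1.13 for *Rdh10*, −1.03 for *Rarb* and −1.44 for *Alx1*, all with an adjusted p-value of 0.0895. Over the alternatives the adjusted p-value of *Alx1* ran from 4.01e-39 to 0.0895, that of *Rdh10* from 1.45e-12 to 0.0895 and that of *Rarb* from 9.99e-15 to 0.0895, and each was above 0.05 only there. In the same fit 1 list passed the threshold, 49 of 74 single values were no longer past it, and with no gene called, the test of genes near *Rdh10* gave no value. A correction that keeps the average trend, chosen after the result of the other correction was seen, gave 244 and 466 genes, and 192 and 414 with the block.

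Of the 13 lists written in advance, 5 passed the threshold with camera, 0 with an estimated correlation (2 at an unadjusted p-value under 0.05), 4 with fry, and from 4 to 6 with each library left out. The median of all genes' log2 fold changes stayed within 0.06 of 0 in every alternative.

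Directions that reversed belonged to values near 0 or to lists whose members moved both ways. The log2 fold change of *Lrriq1* (0.02) became −0.013 with quantile normalization, −0.0002 after the GC content and length correction with or without the block, and −0.053 with the average trend kept, with or without the block. It ran from −0.32 (without *Rdh10* KO replicate 2) to 0.31 (without *Rdh10* KO replicate 1), and that of *Car2* from −0.32 (without *Rdh10* KO replicate 3) to 0.21 (without *Rdh10* KO replicate 1). For a list the direction is that of its test, which can differ from the sign of its median. The forebrain list's median was −0.024, and 0.031 after the correction (with or without the block), where median and test both turned. With the average trend kept (−0.022, with or without the block) and with fry (−0.024) the test turned and the median kept its sign. The median ran from −0.20 to 0.24 with each library left out. With fry, which weighs genes differently, the test also turned for the Hox genes and the placental list, whose medians stayed at −1.66 and 0.20. With each library left out, medians ran from −2.49 to −0.40 for the Hox genes, −0.060 to 0.054 for the optic vesicle list, −0.071 to 0.073 for surface ectoderm, −0.58 to 0.20 for embryonic blood and −0.061 to 0.041 for the unfolded protein response. Without *Rdh10* KO replicate 3 the blood list passed the threshold (camera adjusted p = 0.00256). The odds ratio of called genes near *Rdh10* (0.636) was 1.20 without the intensity trend, 1.45 after the GC content and length correction, 1.39 with a mean above 10 and 1.05 in a window of 20 Mb, and ran from 0.478 to 1.15 with each library left out. Its p-value was never under 0.05.

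Among all values of single genes and lists outside the fits that leave out a library, 124 were no longer past their threshold, 17 newly passed it, 12 reversed and 1228 did neither. With each library left out, these numbers were 62, 6, 13 and 363. The ratio of group means gives no value for genes without reads in a group. A comparison computed by the authors, set in advance as an alternative, was not run, since the table holds none.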

Differences from the paper's values

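The paper's counts are 359 decreased and 1040 increased genes, against 203 and 552 here. Of the alternatives set before the data were examined, the decreased genes came within 1.5 times of the paper's count with a pseudocount of 1 (240), quantile normalization (244) and an unadjusted p-value under 0.05 (510), and in no other. The increased genes did so at an unadjusted p-value under 0.05 (941), and in no other. Chosen after seeing the values, the edgeR likelihood ratio test on recovered reads gave 343 and 753 genes, and the GC content and length correction that keeps the average trend gave 244 decreased genes, each within 1.5 times of the paper's count. The same edgeR test limited to genes with computed FPKM above 0.5, also chosen after seeing the values, gave 184 and 472 genes. Neither of these counts came within 1.5 times of the paper's. With the log2 cut-off alone, 2467 genes were decreased and 3025 increased, against the paper's 359 and 1040, and none of the alternatives set before the data were examined closed this gap. Chosen after seeing the values, limits of a mean above 10, of computed FPKM above 0.5, and of the latter with edgeR fold changes gave 314, 325 and 288 decreased genes, within 1.5 times of the paper's 359, but no setting did so for the increased genes.

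The paper gives both 40 M single reads and 25 M paired reads per sample for the RNA-seq, where the median over libraries here is 18.8 M reads, within 1.5 times of the paper's 25 M and not of its 40 M. The paper's numbers count reads generated and the one here counts reads on genes, so they are not on the same footing. No alternative was set for this value.

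In Table 1 the paper gives log2 fold changes that differ from those here for 9 of the 11 genes reported here by more than the spread between replicates. The paper's value for *Adck4* is −0.5 and the value here −0.14. For *Hspa8* the paper gives −0.498, against −0.27. For *Sdf2l1* it gives −0.414, against −0.25, and for *Rad51c* −0.401, against −0.14. For *Rarb* it gives −0.37, against −1.01, for *Aldh1a3* −0.367, against −0.092, and for *Alx1* −0.363, against −1.43. For *Rps14* it gives −0.342, against −0.21, and for *Rdh10* −0.341, against −1.16. Of the 18 alternatives set before the data were examined that give these values, some came within the spread of the paper's value for 3 genes. These were *Hspa8* without *Rdh10* KO replicate 1 (−0.36), *Sdf2l1* without *Rdh10* KO replicate 2 (−0.32), and *Rad51c* with quantile normalization (−0.17), without wild-type replicate 1, without wild-type replicate 3 and without *Rdh10* KO replicate 2 (−0.34). The correction for GC content and length with the average trend kept, chosen after seeing the values, also did so for *Rad51c*, with or without the block. None closed the gap for *Adck4*, *Rarb*, *Aldh1a3*, *Alx1*, *Rps14* or *Rdh10*. On the log10 scale, 10 of the 11 genes differ, with *Rdh10* (−0.35) within the spread, and on the natural log scale all 11 do. No log2 value that the paper gives for these genes is beyond the cut-off of 0.85.

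The paper describes the genes of Table 1 as those whose expression decreased most. Here 0 of the genes of Table 1 were among the 12 lowest log2 fold changes, in the values reported and in all 25 alternatives that give this ranking. The paper counts *Aldh1a3* among the genes with decreased expression, but here its adjusted p-value was 0.522 and ran from 0.336 to 0.778 over the alternatives with all 6 libraries. Of the reported genes of Table 1 that are not called here, none passed the log2 cut-off in any alternative. On the adjusted p-value alone, *Sdf2l1* (0.0611) fell under 0.05 with a pseudocount of 1 (0.0497) and without *Rdh10* KO replicate 2 (0.0356), and, in settings chosen after seeing the values, with DESeq2 (0.0452), a mean above 10 (0.0417), computed FPKM above 0.5 (0.0409) and the latter with the edgeR likelihood ratio test (0.0352). Over its alternatives with all 6 libraries it ran from 0.0352 to 0.411. The adjusted p-value of *Rad51c* did so in 1 alternative, without *Rdh10* KO replicate 2 (0.0427, in a range of 0.0427 to 0.959 over fits with a library left out).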

Other observations

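The tests of the log base and of the pigment cell list, apart from that of GC content and length, were chosen only after the results were seen, as was the pigment cell list itself.

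Other splits of the 6 libraries into groups of 3 were tested in the same way. Of the 10 splits, 1 gave as many decreased genes and 1 as many increased genes as the real one, which is the real split itself. The other 9 splits gave 0 called genes, with 333 to 441 at an unadjusted p-value under 0.05 against 1451 for the real one. Each of these splits mixes the genotypes in both groups. A difference between the genotypes then shrinks and adds to the spread within groups, so fewer called genes follow from the mixing itself. With 10 splits the share cannot fall below 0.1. In 5 of the 10 splits at least as many lists passed the threshold with camera as in the real one, so the number of lists carries no information on genotype.

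Of the other lists fixed in advance, RA-induced genes had a median log2 fold change of −0.61 (−0.57 with a gene at the limit of detection set to the bound), with 4 of 12 decreased and a camera adjusted p-value of 0.00587 at the preset correlation, 0.0285 with fry and 0.223 with an estimated correlation. 10 of these genes are also in another list, as are 10 of the 19 of the RA pathway. Perioptic and craniofacial mesenchyme genes had a median of −0.09 (camera adjusted p = 0.0298, fry 0.00591, estimated correlation 0.624). Among these 24 genes *Alx1*, *Alx4* and *Six2* (−1.17) were decreased, and the list had a median of 0.01 (camera adjusted p = 0.168) without *Rdh10* KO replicate 2, −0.03 (0.0576) without wild-type replicate 1 and −0.02 without wild-type replicate 2. Ribosomal protein genes had a median of −0.11 with 0 of 77 called (camera adjusted p = 1.85e-05, fry 0.0713), which was −0.05 after quantile normalization. The remaining lists had a camera adjusted p-value above 0.05. Medians were −0.02 for optic vesicle and retina (*Aldh1a1* and *Vax2* decreased), −0.02 for forebrain, −0.03 for surface ectoderm (*Krt19* increased, with 0.81 without *Rdh10* KO replicate 3, short of the log2 cut-off), −0.25 for embryonic blood (*Hbb-bt* decreased), 0.50 for heart (*Actc1* increased, 4 of 11 genes with a wild-type mean above 10, 0.25 without *Rdh10* KO replicate 1), 0.02 for the unfolded protein response (*Chac1*, *Ddit3* and *Trib3* increased), −0.25 for heat shock (*Hspa1a* and *Hspa1b* increased) and 0.03 for p53 targets (*Cdkn1a* increased). Hox genes had a median of −1.66, which was −0.05 with genes at the limit of detection set to the bound. *Hoxb5* was at least 1.92-fold and *Hoxd1* at least 1.93-fold higher, *Hoxb3* was lower, the adjusted p-value of *Hoxb5* was 0.168 without *Rdh10* KO replicate 2, and 2 of 39 Hox genes have a wild-type mean above 10. The medians of embryonic blood in *Rdh10* KO replicates 1 to 3 were −1.19, 0.03 and 0.41, and those of forebrain −0.43, 0.27 and 0.30, so single libraries differed in both. Without *Rdh10* KO replicate 1, the medians of embryonic blood, forebrain and optic vesicle were 0.20, 0.24 and 0.054, without *Rdh10* KO replicate 2 those of surface ectoderm and the unfolded protein response were 0.073 and −0.061, and without *Rdh10* KO replicate 3 that of embryonic blood was −0.58 (camera adjusted p = 0.00256). The p53 targets had a median of −0.0010 without wild-type replicate 1, and the Hox genes one of −2.49 (0.0163) without wild-type replicate 3.

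Among other genes that the paper names, *Aldh1a1* was decreased (log2 fold change −1.44, adjusted p = 1.11e-05, limma). *Stra6* was lower without passing the log2 cut-off (−0.60, adjusted p = 0.000460). *Rbp4* was higher (0.78, adjusted p = 0.0400), but its adjusted p-value stayed under 0.05 in 1 of the 6 fits that each left out a library and reached 0.162 without wild-type replicate 2. *Aldh1a2* had a log2 fold change of 0.58 (adjusted p = 0.267), which was 0.33 without *Rdh10* KO replicate 3 and 0.39 without wild-type replicate 2. *Foxc1* had −0.13 (adjusted p = 0.249).

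Sex-linked genes differed between pools. *Xist* had 18.1 normalized counts in *Rdh10* KO replicate 2 and between 6776 and 12733 in the other libraries, and the Y-linked gene *Ddx3y* was highest in the same library, at 1467. *Ddx3y* (log2 fold change 1.95) and *Kdm5d* (1.82) were called, and their adjusted p-values rose above 0.05 without some single libraries, to 0.0809 for *Ddx3y* without *Rdh10* KO replicate 2 and 0.103 for *Kdm5d* without wild-type replicate 2. Both lie on chromosome Y and count among the 552 increased genes. Their rise goes with the differing sex of the pooled embryos and is no evidence of an effect of the genotype. Of 896 tested genes on chromosome X, 16 were called.

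Strain alleles linked to the *Rdh10* null allele could change neighbouring genes. Within 10 Mb of *Rdh10*, 3 of 141 tested genes were called (2.13%), *Gm19026*, *Jph1* and *Adhfe1*, against 749 of 22658 elsewhere (3.31%), with an odds ratio of 0.636 and Fisher's exact p = 0.634. Without *Rdh10* KO replicate 3 the odds ratio was 1.15. *Gm19026* lost its adjusted p-value under 0.05 with any library left out (0.0585 to 0.187). The test neither shows nor excludes such alleles, since few genes lie in the window.

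Most genes of pigment cells were lower in *Rdh10* KO, with a median log2 fold change of −0.66 (−0.30 with genes at the limit of detection set to the bound), *Pmel* decreased (−2.01) and a camera adjusted p-value of 0.164 (fry 0.0331). The members moved both ways: the most abundant, *Kit* (0.54, adjusted p = 0.000507) and *Ednrb* (0.44, 0.0242), were higher. Of the 12 genes tested, 7 have a wild-type mean above 10 and 2 are in another list. The highest median among *Rdh10* KO libraries was −0.46, which argues against a single library. A smaller share of optic tissue may contribute, but the optic vesicle list, with a median of −0.021, has members that moved both ways and does not settle it. With the GC content and length trend removed the camera adjusted p-value was 0.21, but it was above 0.05 before the correction too, so this does not test such a trend. A lower number of pigment cells without RA was not tested.

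Another log base was tested as the source of the differences from Table 1. A change of base multiplies all values by the same factor, but the ratio of the paper's value to the log2 fold change here ran from 0.25 for *Alx1* to 3.98 for *Aldh1a3* over the genes reported here, which no change of base can give.

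Table 1 lists *Car2*, a gene on chromosome 3, with a peak on chromosome 14 (70152974 to 70154100), which overlaps an annotated transcript start of *Ccar2*. The example *Alx1* KO allele given by the paper is 1 bp shorter than the wild-type sequence, and deletion of 1 base at either of 2 adjacent positions, 103028453 or 103028454, gives it. The nearest of them lies 19 bp from the predicted cut of the first guide and 41 bp from that of the second.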
